A study of Mus musculus with 26 samples.

How the data were processed

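Open chromatin was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA. Per the labels' protocols, each library started from 50,000 cells, whose nuclei were treated with Tn5 from a Nextera kit. The deposited data were 26 lists of peaks in the broadPeak layout, 1 list for each library, so the authors called peaks per sample and not on pooled samples. No read counts were used here, so the sequencing depth of each library was unknown and no counting interval could be given. The number of peaks in a list was used as the nearest stand-in, although it also moves with signal over background.

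The labels and the files name no aligner, peak caller, software version, control or genome build. Per the layout of the deposited lists, each peak carries a position, a score, a fold enrichment, a −log10 p and a −log10 q. The fold enrichment of a peak is the authors' own ratio, and what it is relative to is not stated. The −log10 p and −log10 q of a peak are also the authors' values, and the lowest −log10 q was about 1 in every deposited list. The deposited score was 10 times the −log10 q without its decimals in nearly all peaks and was not used further. These values belong to a peak within its own list, so they were used only to rank, filter or describe peaks within that list and were never compared between lists. The shortest peak was 150 bp in the 18 lists of the first set and 110 bp in the 8 lists of the Rd2 set, and the peak names of the first set carry a processing tag that those of the Rd2 set lack. The sets were therefore processed differently by the authors, and no peak was compared across the sets except where stated.

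Libraries were grouped by the source label. The first set held FS1, FS2, EpiSC_AF, EpiSC_AFX1, EpiSC_AFX2 and ES with 3 libraries each. The Rd2 set held Rd2_ES with 2, Rd2_EpiLC with 4 and Rd2_AFX with 2. The FS cell type joined FS1 and FS2, and the EpiSC_AFX cell type joined EpiSC_AFX1 and EpiSC_AFX2. No pair of libraries of a group shared more than 0.0746% of its peaks with identical coordinates, which excludes copied files but does not show that libraries are independent. The labels number the libraries of a group without saying whether they came from separate cultures, and for Rd2_EpiLC the 2-part numbers leave this open as well. Every library was counted as a replicate, and each p rests on that assumption.

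List length differed several-fold and by itself changes any overlap, so content was compared at equal list length. The 8044 peaks with the highest −log10 p were taken from each list of the first set, that number being the length of its shortest list. Peak numbers and the Rd2 set were compared on the lists as deposited. Similarity was the Jaccard index in base pairs. The similarity gap was the mean index of library pairs within a cell type minus that of pairs between cell types. Union regions were formed by merging overlapping or touching peaks of the libraries compared, and an overlap of 1 bp counted as presence. A separated region had a peak in every library of a cell type and in none of the other. EpiLC regions had a peak in at least 3 of the 4 EpiLC lists, and Rd2_AFX regions in both Rd2_AFX lists. Recovery was the percent of these regions that a first-set library overlapped at equal list length. EpiLC regions without a peak in any ES list of either set were also taken apart, and for these a comparison with ES was void by construction.

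Gene positions came from a table of GRCm38.p6 genes, used for names and neighbourhood because the files name no build. Over the 26 lists, a median of 46.7% of peaks lay within 1 kb of an end of a protein-coding gene, against 7.5% with the gene ends shifted by 10 kb and 5.25% with a shift of 1 Mb. The table gives no strand, so the planned share of peaks at transcription starts was replaced by the share within 1 kb of either end of the 21883 protein-coding genes. Marker counts were peaks within the gene body or 20 kb on each side, summed over lists of 13 naive, 11 formative and 16 primed genes, and all 42 genes of the lists and the pair reported beside them matched the table. Motif content was planned but not analysed here, since it needs a genome sequence.

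Libraries were the unit of every test, and all tests of a difference were two-sided, while those of a similarity gap asked only for a larger gap. Label assignments were enumerated exactly: 84 for 3 against 6 libraries with a smallest p of 0.0119, 924 for 6 against 6 with 0.00216, and 15 for 4 against 2 with 0.067. The share of squared distance between the 6 lines was tested with 100000 permutations, whose smallest p is 1e-05. Benjamini-Hochberg adjustment was made within each family: 5 comparisons for peak number, similarity and gene ends, 9 for the marker lists, 8 for recovery and 4 for the Rd2 set, with a threshold of 0.05. Comparisons of FS1 with FS2 and of EpiSC_AFX1 with EpiSC_AFX2 were described and not tested, since 3 against 3 libraries cannot go below 0.1. Counts of separated regions were set against other splits of the same libraries, all 84 for 3 against 6 and 100 drawn from the 462 for 6 against 6.

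The regions and genes named were fixed by a rule set before the data were examined. In each direction of ES against FS and of FS against EpiSC_AFX, the rule took the 2 separated regions with the highest mean percentile rank of −log10 p in the lists holding them. It added Pou5f1, Sox2, Otx2, Klf4, Esrrb, Tfcp2l1 and Fgf5. Marker genes with a peak within 1 kb of a transcription start in all libraries of a type and none of the other were also added. Since the gene table gives no strand, either end of the gene was used here in place of the transcription start. Coordinates are those of the deposited lists, counted from 1.

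The steps were tested on simulated data with 200 changed regions. For ES against FS, 84.5% of them were recovered over 18564 regions, where the simulated detection rates allowed 87.3%, and 43 regions were called with nothing changed. For FS against EpiSC_AFX, 81.5% were recovered over 16543 regions, where 83.4% was possible, and 1 region was called with nothing changed. For ES against EpiSC_AFX, 84% were recovered over 17528 regions, where 87.3% was possible, and 40 regions were called with nothing changed. In 300 simulations of each comparison with nothing changed, the exact test of the similarity gap gave a p under 0.05 in 19, 9 and 13, in the same order. With nothing changed, all simulated libraries shared the same detection rate in each region and were drawn independently, without differences between lines. The simulations therefore do not show how often the steps err with libraries that share a line.

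Alternatives set before the data were examined were the lists as deposited, peaks with a −log10 q of at least 5, ranking by fold enrichment, leaving out chromosomes X, Y and M, an overlap of 50%, bins of 1 kb, a Fisher test per region, other windows, other definitions of EpiLC regions, label permutation within replicate numbers and leaving out each library. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.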

Results

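The series profiled open chromatin in mouse pluripotent cells of several kinds. Formative stem (FS) cells, grown in a medium named A3XR, are described by the series as having features of formative pluripotency, a stage placed between the naive state of embryonic stem (ES) cells and the primed state of epiblast stem cells (EpiSCs). The first set held 18 libraries of 6 cultures, with 3 libraries each: FS1 at passage 21, FS2 at passage 29, EpiSCs in AF medium at passage 22 (EpiSC_AF), EpiSCs in AFX medium at passage 14 (EpiSC_AFX1) and 16 (EpiSC_AFX2), and ES cells in 2iL medium at passage 16. The Rd2 set held 8 libraries: 2 of ES cells at passage 33 (Rd2_ES), 4 of epiblast-like cells (EpiLC) induced from ES cells over 2 days and sorted for low GFP (Rd2_EpiLC), and 2 of EpiSCs in AFX at passage 16 (Rd2_AFX). The lists together held 451563 peaks. Depth was unknown, because the peak lists give no read counts.

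The first comparison asked how many peaks each cell type had. FS1 had 27198 ± 3747 peaks (SD, n = 3) and FS2 had 12968 ± 1176 (SD, n = 3), so the FS lines differed from each other by more than the spread within either. EpiSC_AF had 20626 ± 4728 (SD, n = 3), EpiSC_AFX1 had 22193 ± 4941 (SD, n = 3) and EpiSC_AFX2 had 27065 ± 2180 (SD, n = 3). ES had the fewest in the first set, with 9570 ± 1463 (SD, n = 3). The mean log2 peak number of ES was lower than that of FS by a difference of −0.98 (exact permutation p = 0.0238, adjusted p = 0.0595) and than that of EpiSC_AFX by a difference of −1.36 (exact permutation p = 0.0119, adjusted p = 0.0595). Neither passed the threshold after adjustment over the 5 comparisons. FS differed from EpiSC_AFX by −0.38 on the log2 scale (exact permutation p = 0.18, adjusted p = 0.299) and from EpiSC_AF by −0.11 (exact permutation p = 0.786, adjusted p = 0.786). EpiSC_AF differed from EpiSC_AFX by −0.26 (exact permutation p = 0.262, adjusted p = 0.327). Of the alternatives, counting only peaks with a −log10 q of at least 5 moved the difference between ES and FS most, to −2.0 on the log2 scale. The adjusted p stayed at 0.0595 in the exact test. In this setting the differences were −3.1 for ES against EpiSC_AFX and −1.1 for FS against EpiSC_AFX. They were −0.85 for FS against EpiSC_AF and −0.25 for EpiSC_AF against EpiSC_AFX, and none passed the threshold.

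**Figure D1:**
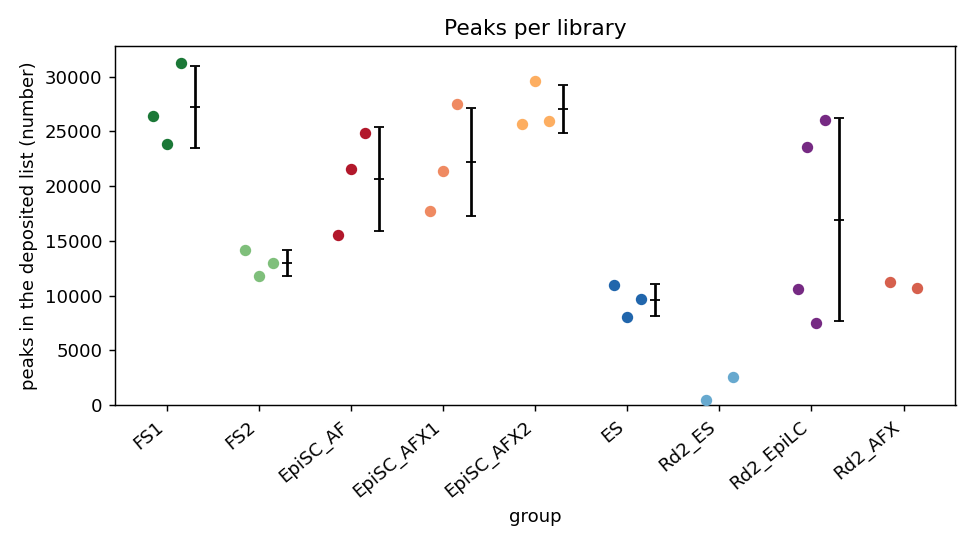
Number of peaks in each deposited list (vertical axis) by group (horizontal axis); each point is a library, and black bars give the mean and SD of groups with 3 or 4 libraries. FS1 libraries lie between 23883 and 31263 peaks and FS2 libraries between 11796 and 14147, while the Rd2_ES lists hold 471 and 2576.

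The next comparison asked whether libraries of a cell type resembled each other more than those of another type, at equal list length. The mean Jaccard index was 0.376 ± 0.0749 (SD over 18 library pairs) within ES and within FS and 0.25 ± 0.0142 (SD over 18 pairs) between them, a similarity gap of 0.126 (exact permutation p = 0.0119, adjusted p = 0.0298). The gap was 0.206 between ES and EpiSC_AFX (exact permutation p = 0.0119, adjusted p = 0.0298). Between FS and EpiSC_AFX it was 0.0259, with 0.442 ± 0.0783 (SD over 30 pairs) within and 0.416 ± 0.0779 (SD over 36 pairs) between the types, and it did not pass the threshold after adjustment (exact permutation p = 0.0325, adjusted p = 0.0541). It passed when peaks were ranked by fold enrichment, with a gap of 0.0238 (exact permutation, adjusted p = 0.0361), and when the share of peaks overlapping by at least 50% replaced the Jaccard index, with 0.0273 (exact permutation, adjusted p = 0.0325). The gap was −0.0030 between FS and EpiSC_AF (exact permutation p = 0.31, adjusted p = 0.31) and 0.0055 between EpiSC_AF and EpiSC_AFX (exact permutation p = 0.25, adjusted p = 0.31). The share of overlapping peaks moved the gap between ES and FS most, to 0.17 (exact permutation, adjusted p = 0.0298). Restriction to peaks with a −log10 q of at least 5 gave 0.0947 between ES and FS and 0.356 between ES and EpiSC_AFX, and there no adjusted p of the exact test was under 0.0595. The libraries of a line share that line, so these tests do not show how far a difference would hold in further lines of the type.

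The lines of a cell type differed in their indices. FS1 libraries had a mean Jaccard index of 0.53 ± 0.00985 (SD over 3 pairs) with each other, and FS2 libraries 0.36 ± 0.0139 (SD over 3 pairs). FS1 had a higher index with EpiSC_AFX2, at 0.502 ± 0.0115 (SD over 9 pairs), with EpiSC_AF, at 0.491 ± 0.00991, and with EpiSC_AFX1, at 0.476 ± 0.0177, than with FS2, at 0.353 ± 0.0204. The index of FS1 with FS2 was close to that among FS2 libraries, so FS2 lists of lower signal over background could give this order. It does not show that FS1 is nearer to EpiSCs than to FS2. FS2 had an index of 0.363 ± 0.0172 (SD over 9 pairs) with EpiSC_AFX1, no lower than with FS1. ES libraries had an index of 0.306 ± 0.011 (SD over 3 pairs) with each other and means between 0.244 and 0.272 with the other lines. Membership in the 6 lines took 0.464 of the squared Jaccard distance among the 18 libraries (permutation p = 1e-05, the smallest that 100000 permutations can give). That share was highest, at 0.618, with peaks of −log10 q of at least 5. Random groups of the same size would also take part of the squared distance, so these shares do not stem from lines alone.

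**Figure D2:**
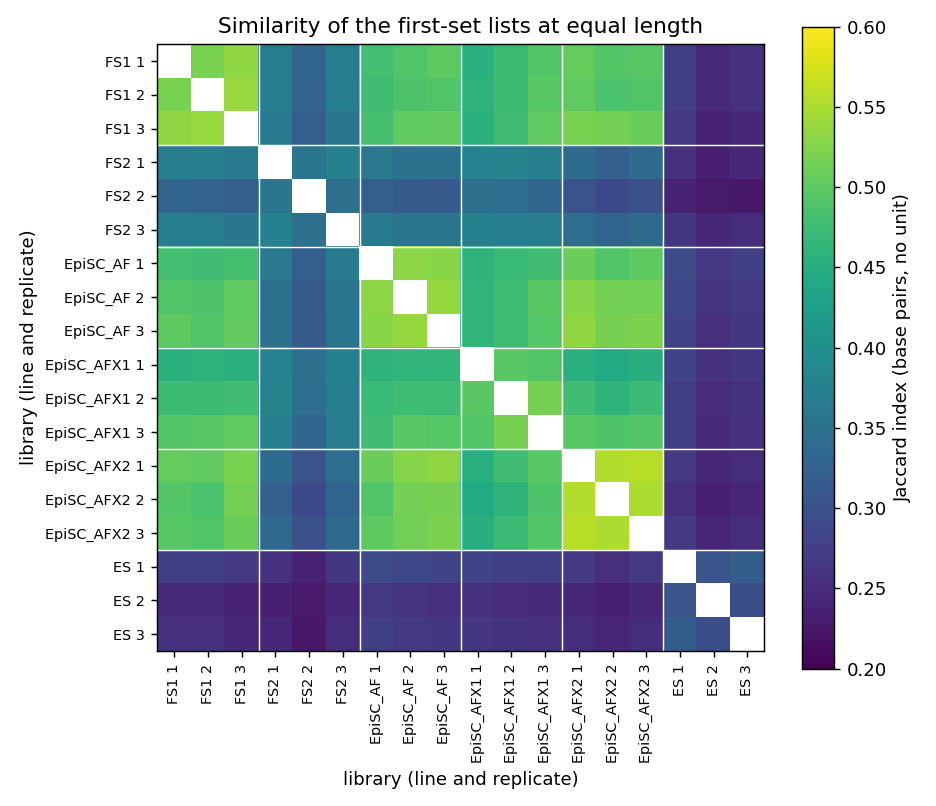
Jaccard index in base pairs (colour, no unit) of every pair of first-set libraries at equal list length, with lines between the 6 cultures on both axes; the diagonal is left blank. FS2 and ES stand out as dark bands, with mean indices of 0.36 and 0.306 among their own libraries, against 0.53 in FS1.

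Separated regions had a peak in every library of a type and in none of the other at equal list length. Between ES and FS, 467 of 22046 union regions were held by ES only and 373 by FS only. Of the 467, 170 (36.4%) also had no peak in the full-length FS lists, so that most had a weaker peak in at least 1 FS list, while 340 of the 373 regions (91.2%) had no peak in the full-length ES lists, which are themselves short. Between ES and EpiSC_AFX, 562 regions were held by ES only and 534 by EpiSC_AFX only, of 20630. Of the former, 169 had no peak in the full-length EpiSC_AFX lists and 104 had one in every such list. In turn, 472 of the latter had no peak in the full-length ES lists. Between FS and EpiSC_AFX, 24 regions were held by FS only and 10 by EpiSC_AFX only, of 18774; 6 of the 24 and 1 of the 10 had no peak in the full-length lists of the other type. The split of the same 12 libraries into FS1 with EpiSC_AFX2 and FS2 with EpiSC_AFX1 separated 48 regions, more than the 34 that parted the cell types. The split into FS1 with EpiSC_AFX1 and FS2 with EpiSC_AFX2 separated 2. Between FS and EpiSC_AF, 58 regions were held by FS only and 99 by EpiSC_AF only, of 17551, and between EpiSC_AF and EpiSC_AFX the counts were 44 and 18, of 15559. In the full-length lists of the other type, 15 of the 58, 7 of the 99, 1 of the 44 and 0 of the 18 had no peak. As many as 25 of the 44 and 13 of the 18 had a peak in every such list. Within a cell type, 414 regions were held by FS1 only and 236 by FS2 only, and 259 were held by EpiSC_AFX1 only and 337 by EpiSC_AFX2 only. Comparisons of lines within a type used fewer libraries than any comparison between types. Fewer libraries make it easier for a region to count as separated. The counts within a type are therefore not comparable with those between types, and do not show that lines differ more than types. Restriction to peaks with a −log10 q of at least 5 gave 16 regions held by ES only and 141 held by FS only, and the lists as deposited gave 245 and 1401, the lists being of unequal length in both settings. A Fisher test for each region called none after adjustment in any of the 5 comparisons. At an unadjusted p under 0.05 it gave 1463 regions between ES and FS and 156 between FS and EpiSC_AFX.

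The regions named by the fixed rule were as follows, with coordinates from the lists, in an assembly that the files do not name. Held by ES and not by FS were chromosome 3 from 6478517 to 6478834, 137 kb from the nearest protein-coding gene 1700008P02Rik in GRCm38.p6, with a mean percentile rank of 96.9 in the ES lists, and chromosome 2 from 97327167 to 97327604 within the gene span of Lrrc4c, with a rank of 95.9. The full-length lists of 3 and 2 of the 6 FS libraries nevertheless had a peak there. Held by FS and not by ES were chromosome 9 from 118793223 to 118793691 within Itga9, with a rank of 98.5, and chromosome 15 from 100908824 to 100909229 within Scn8a, with a rank of 97.5, and no full-length ES list had a peak at either. Held by FS and not by EpiSC_AFX were chromosome 4 from 153868968 to 153869503, 87.7 kb from A430005L14Rik, with a rank of 97.1 and no peak in any full-length EpiSC_AFX list, and chromosome 17 from 27324975 to 27325479, 96.9 kb from Grm4, with a rank of 97.1 and a peak in 5 of the 6 full-length EpiSC_AFX lists. Held by EpiSC_AFX and not by FS were chromosome 3 from 114030117 to 114030657 within Col11a1, with a rank of 95.6 and no peak in the full-length FS lists, and chromosome 11 from 97661703 to 97662190, 0.931 kb from Mllt6, with a rank of 87.8 and a peak in 3 of the 6 full-length FS lists. Exons and introns were not told apart, because the gene table gives whole gene spans.

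A further description placed regions by pattern over ES, FS and EpiSC_AFX, counting a region as held by a type when at least 2 of 3 libraries of each of its lines had a peak, and as not held when none had. All 3 types held 2935 regions, and ES alone held 1355. FS and EpiSC_AFX together, without ES, held 600. FS and ES together, without EpiSC_AFX, held 24, and ES and EpiSC_AFX together, without FS, held 16. FS alone held 76 regions and EpiSC_AFX alone 42. The rule asked less of ES, which was a single line, than of FS and EpiSC_AFX, which had to meet it in both of their lines. The count of ES alone is therefore not comparable with those of FS alone and EpiSC_AFX alone. With the lists as deposited, the regions held by FS and EpiSC_AFX without ES numbered 2960, those held by ES and FS alone 8, those held by ES and EpiSC_AFX alone also 8, and those held by all 3 types 5095. The order of FS alone and EpiSC_AFX alone then turned, with 57 and 340 regions, and ES alone held 720.

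Peaks near marker genes were counted at equal list length to ask how the lists fixed beforehand behaved. ES had 11.3 ± 0.577 peaks (SD, n = 3) near naive genes, FS had 5.5 ± 1.38 (SD, n = 6) and EpiSC_AFX had 7 ± 0.632 (SD, n = 6). ES exceeded FS by 5.83 peaks and EpiSC_AFX by 4.33 peaks (exact permutation p = 0.0119 and adjusted p = 0.0214 for each), with every ES library above every library of the other types. The difference of −1.5 peaks between FS and EpiSC_AFX did not pass (exact permutation p = 0.0455, adjusted p = 0.0682). Near formative genes, ES had 3 ± 1 peaks (SD, n = 3), FS had 9 ± 1.41 (SD, n = 6) and EpiSC_AFX had 12.8 ± 2.23 (SD, n = 6). FS exceeded ES, with ES minus FS at −6 peaks (exact permutation p = 0.0119, adjusted p = 0.0214), and had fewer than EpiSC_AFX by a difference of −3.83 peaks (exact permutation p = 0.00649, adjusted p = 0.0214), while ES minus EpiSC_AFX was −9.83 (exact permutation p = 0.0119, adjusted p = 0.0214). Near primed genes, ES had 2 ± 1.73 peaks (SD, n = 3), FS had 4.67 ± 3.27 (SD, n = 6) and EpiSC_AFX had 6.67 ± 3.08 (SD, n = 6), and no difference passed the threshold, the lowest adjusted p of the exact tests being 0.107. In all, 5 of the 9 tests passed. The naive difference between ES and FS changed sign, to −2.17 peaks, with the lists as deposited, in which FS lists are longer (exact permutation, adjusted p = 0.679), and that between ES and EpiSC_AFX changed to −8.17 (exact permutation, adjusted p = 0.0429). In the same lists, the formative difference between FS and EpiSC_AFX no longer passed (exact permutation, adjusted p = 0.229), while the primed differences from EpiSC_AFX did, at −13.5 peaks for FS and −30.5 for ES (exact permutation, adjusted p = 0.0429 for each).

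**Figure D3:**
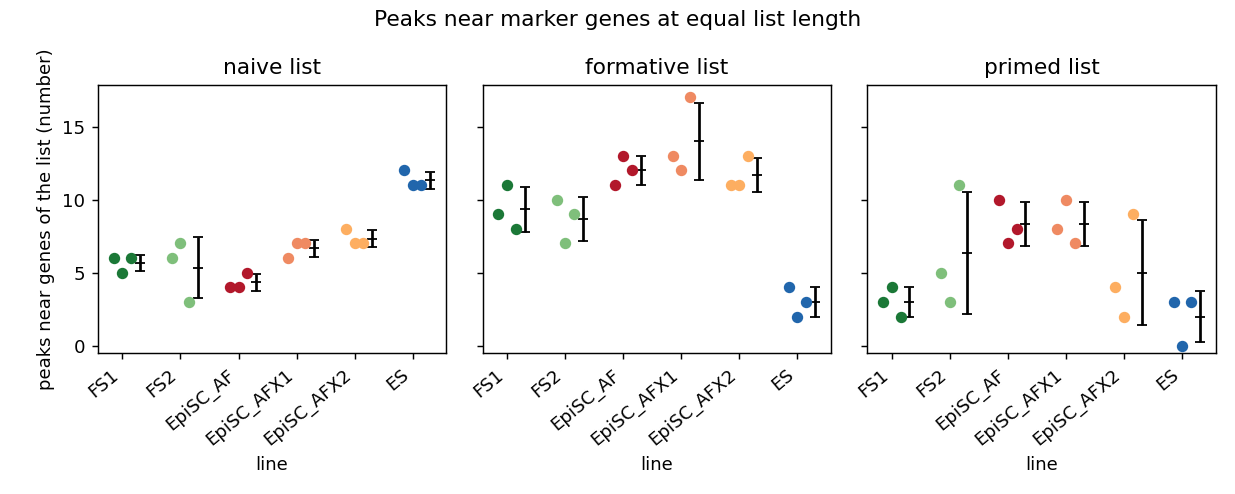
Number of peaks near genes of each marker list (vertical axis) by line (horizontal axis) at equal list length; points are libraries, and black bars give the mean and SD of 3 libraries. ES libraries have 11 or 12 peaks near naive genes and no other library more than 8, while ES has 2 to 4 near formative genes and every other library at least 7.

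Single marker genes were read from the number of libraries with a peak within 1 kb of a gene end. With the lists as deposited, Zfp42 had such a peak in 3 of 3 ES and in 0 of 6 FS libraries, and Tcf15 in 0 of 3 ES and 6 of 6 FS libraries. At equal list length, Zfp42 and Tbx3 each had a peak in 3 of 3 ES and 0 of 6 FS libraries, whereas Tcf15 had a peak in 3 of 6 FS libraries, all of them FS1. Tbx3 had one in 4 of 6 FS libraries with the lists as deposited. No marker gene differed in this way between FS and EpiSC_AFX. With the lists as deposited, Fgf5 had a peak at a gene end in 0 of 3 ES, 4 of 6 FS and 6 of 6 EpiSC_AFX libraries, Tfcp2l1 in 0 of 3, 5 of 6 and 6 of 6, and Klf4 in 2 of 3, 4 of 6 and 6 of 6. Pou5f1 had one in 1 of 3 ES, 4 of 6 FS and 6 of 6 EpiSC_AFX libraries, and Sox2 in 3 of 3, 5 of 6 and 6 of 6. At equal list length, in the same order, Fgf5 had one in 0, 1 and 1 libraries, Tfcp2l1 in 0, 4 and 6, Klf4 in 2, 2 and 4, Pou5f1 in 0, 4 and 4 and Sox2 in 2, 1 and 5. The higher count in EpiSC_AFX than in FS was thus not kept for Fgf5 and Pou5f1. With the lists as deposited, Otx2 had one in 1 of 6 FS libraries and Esrrb in 1 of 6 EpiSC_AFX libraries, with none elsewhere in the 3 types and none in them at equal list length. Counted over the gene and 20 kb on each side in the lists as deposited, Otx2 had 0 peaks in ES, 1.5 ± 0.548 (SD, n = 6) in FS and 1.17 ± 0.408 (SD, n = 6) in EpiSC_AFX. At equal list length the order of the latter turned, with 0.667 ± 0.816 (SD, n = 6) in FS and 0.833 ± 0.408 (SD, n = 6) in EpiSC_AFX.

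The share of peaks within 1 kb of an end of a protein-coding gene was 49.6 ± 0.70% (SD, n = 3) in ES, 58.4 ± 3.24% (SD, n = 6) in FS, 61.3 ± 1.07% (SD, n = 6) in EpiSC_AFX and 62.2 ± 0.0692% (SD, n = 3) in EpiSC_AF at equal list length. ES was lower than FS, by −8.87 percentage points, and lower than EpiSC_AFX, by −11.8 points (exact permutation p = 0.0119 and adjusted p = 0.0298 for each). FS minus EpiSC_AFX was −2.90 points (exact permutation p = 0.0736, adjusted p = 0.092) and FS minus EpiSC_AF −3.74 points (exact permutation p = 0.0595, adjusted p = 0.092). FS2 stood at 55.6 ± 1.58% (SD, n = 3) and FS1 at 61.2 ± 0.397% (SD, n = 3). FS1 was level with EpiSC_AFX. Every FS1 library was below every EpiSC_AF library, so the difference from EpiSC_AF lay mostly but not wholly in FS2. EpiSC_AF minus EpiSC_AFX was 0.847 points (exact permutation p = 0.155, adjusted p = 0.155). With the lists as deposited, ES minus FS turned to 1.35 points (exact permutation, adjusted p = 0.94) and ES minus EpiSC_AFX to 4.56 points (exact permutation, adjusted p = 0.642). The lowest shares at equal list length were those of ES and FS2, whose libraries agreed least with each other, with mean Jaccard indices of 0.306 and 0.36. Lower signal over background in the ES lists therefore cannot be told apart from cell type here.

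EpiLC regions, 10358 in number, served to ask how far first-set libraries shared the open chromatin of cells induced for 2 days. FS libraries overlapped 49.9 ± 3.97% of them (SD, n = 6), EpiSC_AFX libraries 54.1 ± 1.35% (SD, n = 6) and ES libraries 43.1 ± 0.203% (SD, n = 3). FS exceeded ES by 6.85 percentage points (exact permutation p = 0.0238, adjusted p = 0.0317) and was lower than EpiSC_AFX, by −4.18 points (exact permutation p = 0.0433, adjusted p = 0.0433), while EpiSC_AFX exceeded ES by 11.0 points (exact permutation p = 0.0119, adjusted p = 0.019). Of the 3332 EpiLC regions without a peak in any ES list, FS overlapped 26.1 ± 1.78% (SD, n = 6) and EpiSC_AFX 28.8 ± 2.3% (SD, n = 6), a difference of −2.77 points (exact permutation p = 0.0433, adjusted p = 0.0433). The lower mean of FS lay in FS2, at 46.4 ± 1.39% of the EpiLC regions (SD, n = 3), since FS1, at 53.5 ± 0.344% (SD, n = 3), was level with EpiSC_AFX1, at 53.0 ± 0.768% (SD, n = 3), and below EpiSC_AFX2, at 55.2 ± 0.559% (SD, n = 3). EpiSC_AF stood at 54.6 ± 0.232% (SD, n = 3). The differences between FS and EpiSC_AFX did not pass with the lists as deposited, at −11.3 points for all EpiLC regions (exact permutation, adjusted p = 0.106), although they were larger there. The 7436 Rd2_AFX regions, treated alike as a check across the sets, were recovered to 63.2 ± 4.77% in FS (SD, n = 6), 68.5 ± 0.816% in EpiSC_AFX (SD, n = 6) and 50.3 ± 0.773% in ES (SD, n = 3). FS minus EpiSC_AFX was −5.33 points (exact permutation p = 0.00649, adjusted p = 0.019), FS minus ES 12.9 points and EpiSC_AFX minus ES 18.2 points (exact permutation p = 0.0119 and adjusted p = 0.019 for each). Outside ES, with 1941 regions, FS minus EpiSC_AFX was −4.50 points (exact permutation p = 0.00216, adjusted p = 0.0173). ES libraries agreed least with each other at equal list length, with a mean Jaccard index of 0.306, against 0.36 in FS2 and 0.53 in FS1. Lists of lower signal over background could therefore also give the lower recovery in ES. The differences from ES in both kinds of regions cannot be assigned to cell type alone.

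**Figure D4:**
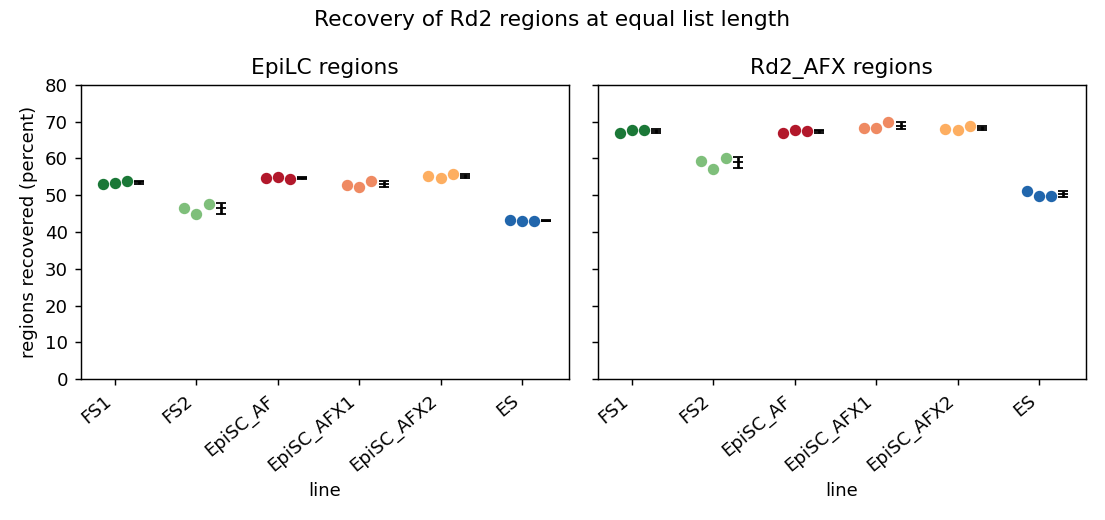
Percent of EpiLC regions (left) and of Rd2_AFX regions (right) overlapped by each first-set library at equal list length (vertical axis), by line (horizontal axis); points are libraries, and black bars give the mean and SD of 3 libraries. FS1 recovers 53.5% of the EpiLC regions on average, FS2 46.4% and ES 43.1%.

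In the Rd2 set, the Rd2_ES lists held 471 and 2576 peaks, the Rd2_EpiLC lists 10563, 23608, 7469 and 26045, and the Rd2_AFX lists 11252 and 10719. Rd2_EpiLC exceeded Rd2_ES by 3.75 in mean log2 peak number (exact permutation p = 0.067, adjusted p = 0.133) and Rd2_AFX by 0.43 (exact permutation p = 0.667, adjusted p = 0.667). The similarity gap was 0.198 between Rd2_EpiLC and Rd2_ES (exact permutation p = 0.067, adjusted p = 0.133) and 0.0172 between Rd2_EpiLC and Rd2_AFX (exact permutation p = 0.267, adjusted p = 0.356). With 4 against 2 libraries the smallest possible p is 0.067, so none of these comparisons could pass the threshold. The quality of the Rd2_ES libraries, whose lists are the shortest of the series, is unknown, so neither the difference of 3.75 nor the gap of 0.198 can be assigned to cell type. The labels do not say whether the 4 Rd2_EpiLC libraries are independent. Each p of this set takes them as such. Leaving out either Rd2_ES library moved the log2 difference between Rd2_EpiLC and Rd2_ES most, to 2.53 without the shorter list and 4.98 without the longer, with no test. At equal list length, without the shortest list, the gap between Rd2_EpiLC and Rd2_AFX was 0.0508, with the smallest possible p.

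As a check of the labels, the share of peaks on the sex chromosomes was described for every group. Chromosome X held 2.35 ± 0.167% of the peaks in FS1, 1.19 ± 0.0874% in FS2, 2.37 ± 0.38% in EpiSC_AF, 2.02 ± 0.161% in EpiSC_AFX1, 2.76 ± 0.12% in EpiSC_AFX2 and 2.58 ± 0.21% in ES (SD, n = 3 each). Chromosome Y held 0.672 ± 0.132% in ES, 0.113 ± 0.00718% in EpiSC_AFX2 and means between 0.231% and 0.333% in the other first-set lines (SD, n = 3 each). In the Rd2 set, chromosome X held between 0.637% and 2.15% of the peaks of a library, and chromosome Y no more than 0.056%.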

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

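The tests of list length for chromosome X and of lists of unequal strength were chosen only after the values they explain had been seen, the latter in place of a test of list length that could have had only 1 outcome. The tests on the 2 single libraries were written down before their results were known, but the reading of the similarity of FS2 replicate 3 was changed from excluded to undecided afterwards. The search for a library far from the rest of its cell type found 2 in 25 trials. Of 66 checks of paired lines against another group, 5 placed the lines on opposite sides of it, and none of these differences was tested.

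FS2 replicate 3 had 11 peaks near primed genes at equal list length, far from the other 5 FS libraries, whose highest count was 5. Its deposited list had 15 such peaks, or 1.16 for each 1000 peaks, against 1.2 in FS2 replicate 1 and 0.424 in FS2 replicate 2. Without this library the primed difference between FS and EpiSC_AFX moved from −2 to −3.27 peaks and that between ES and FS from −2.67 to −1.4, neither past the threshold. The excess over FS2 replicate 1 was absent from the full lists, and the rank at which the lists were ended is a candidate explanation. A share of differentiated cells in that culture was also weighed. The mean Jaccard index of FS2 replicate 3 with the other FS2 lists was 0.361, within the range of the others, but a small share of such cells would hardly move this index, so that explanation cannot be told apart from chance here.

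EpiSC_AFX1 replicate 3 had 17 peaks near formative genes, with the next EpiSC_AFX library at 13. In the deposited lists it had 1.38 such peaks for each 1000, fewer than the 1.47 and 1.64 of the other EpiSC_AFX1 libraries, so the point at which the lists were ended may again be the source. Every EpiSC_AFX library had at least 11 such peaks and every ES library at most 4, so this library decides neither side of that comparison.

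The peak numbers of FS1 and FS2 lay on either side of EpiSC_AF, with FS1 above it by 6572 peaks and FS2 below it by −7658, a distance of 14230 between the lines. Libraries of FS2 agreed less with each other at equal list length, with a mean Jaccard index of 0.36 against 0.532 in EpiSC_AF and no overlap between the ranges, as lists of lower signal over background or lower depth would give. Depth is unknown, so the low number in FS2 may be technical. The index of FS1, at 0.53, was level with that of EpiSC_AF, so for the higher number in FS1 unequal strength and a difference between lines cannot be told apart, the index being only a stand-in for strength. A difference between the lines themselves, which were also at different passages, was not tested.

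Recovery of regions outside ES also lay on either side of EpiSC_AF. For Rd2_AFX regions, FS1 was above EpiSC_AF by 2.87 points and FS2 below it by −1.18, a distance of 4.05 points. Lists of lower strength, with the index of 0.36, could give the low value of FS2, but for FS1, at 0.53, strength and line cannot be told apart. For EpiLC regions, EpiSC_AFX1 was below EpiSC_AF by −0.75 points and EpiSC_AFX2 above it by 3.34, a distance of −4.09 points. The index was lower in EpiSC_AFX1, at 0.502 against 0.554 in EpiSC_AFX2, yet EpiSC_AFX1 recovered more of the Rd2_AFX regions outside ES, with 46.5% against 45.3%. Unequal strength therefore cannot be told apart from a difference in state between these lines.

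The share of peaks on chromosome X was lower in EpiSC_AFX1 and higher in EpiSC_AFX2 than in EpiSC_AF, by −0.346 and 0.39 percentage points, and likewise against ES, by −0.554 and 0.182. The distance between the lines was −0.736 points in both cases. At equal list length EpiSC_AFX1 and EpiSC_AFX2 were both below ES, by −0.589 and −0.104 points, so list length may explain the placement on opposite sides of ES. Against EpiSC_AF they stayed on opposite sides, at −0.385 and 0.0993 points, but only 2 of the 3 EpiSC_AFX2 libraries were above its mean, so list length and a difference between lines cannot be told apart there. List length does not account for the whole distance between the lines, since EpiSC_AFX2 still exceeded EpiSC_AFX1 by 0.485 points at equal list length with no overlap between their libraries. Other explanations of that distance, unequal strength of the lists and the copies or activity of chromosome X among them, were not tested.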

How the results depend on the processing

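No alternative was added after the results had been seen; all were fixed before the data were examined. Motif content, with its alternatives, was not run because it needs a genome sequence.

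The peak number comparisons stayed on the same side of the threshold under every alternative. Leaving out 1 library turned the sign of FS against EpiSC_AF, which ranged from −0.31 to 0.0326 in log2 units across 9 fits. EpiSC_AF against EpiSC_AFX ranged from −0.41 to −0.0703 and FS against EpiSC_AFX from −0.526 to −0.244, with no turn in sign. The grouping by the 6 lines stayed past the threshold under all alternatives, with a share of squared distance from 0.444 to 0.618. Without 1 replicate of every line the share was 0.587 to 0.592, where fewer libraries in each line raise it by construction. Unknown depth limits these results, since peak number and depth cannot be told apart in lists alone.

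With peaks of −log10 q of at least 5, the similarity gap was 0.0947 for ES against FS and 0.356 for ES against EpiSC_AFX, neither past the threshold, and −0.0027 for EpiSC_AF against EpiSC_AFX, a turned sign. For FS against EpiSC_AFX, ranking by fold enrichment gave 0.0238 and the share of peaks overlapping by 50% gave 0.0273, both past the threshold, and this share gave 0.0019 for FS against EpiSC_AF, a turned sign. The cause was not tested. Across fits that each left out 1 library, the gap ranged from 0.108 to 0.14 for ES against FS, from 0.0123 to 0.0459 for FS against EpiSC_AFX, from −0.0188 to 0.0094 for FS against EpiSC_AF, from −0.0031 to 0.0111 for EpiSC_AF against EpiSC_AFX and from 0.188 to 0.232 for ES against EpiSC_AFX. For FS against EpiSC_AFX, 4 of 12 such fits passed the threshold: those without FS1 replicate 1 (0.0435), 2 (0.0430) or 3 (0.0459) and without FS2 replicate 2 (0.0275). For ES against FS and ES against EpiSC_AFX, the 3 fits without an ES library did not pass, which comes from fewer samples: 2 against 6 libraries cannot give a p under 0.0357.

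The separated regions moved with the lists used. As deposited, ES held 245 and FS 1401 regions against each other, FS 15 and EpiSC_AFX 45, ES 254 and EpiSC_AFX 4222, EpiSC_AF 154 against FS, and EpiSC_AFX 140 against EpiSC_AF, where longer lists hold more by construction. With peaks of −log10 q of at least 5, ES held 16 and FS 141, FS held 3 against EpiSC_AFX, ES held 16 and EpiSC_AFX 2338, FS held 6 against EpiSC_AF, and EpiSC_AF held 9 and EpiSC_AFX 29. An overlap of 50% of the region left 273 regions to ES against FS, 316 to ES against EpiSC_AFX and 36 to FS against EpiSC_AF, and bins of 1 kb gave 156 to EpiSC_AF against FS. The Fisher test for each region gave 0 after adjustment in each direction of all 5 comparisons, with 1463, 156, 1673, 457 and 203 regions at an unadjusted p under 0.05 in the order ES against FS, FS against EpiSC_AFX, ES against EpiSC_AFX, FS against EpiSC_AF and EpiSC_AF against EpiSC_AFX. With so few libraries its lowest adjusted p was 0.224. The splits with as many regions rose to 8.33% for FS against EpiSC_AF and 7.14% for EpiSC_AF against EpiSC_AFX as deposited, and to 9.52% and 15.5% with −log10 q of at least 5, where FS against EpiSC_AFX reached 5%. Leaving out 1 library gave up to 14.3% and 21.4% for the former 2, both without an EpiSC_AF library, where fewer splits exist. The cause of the other changes was not tested.

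Fewer libraries make it easier for a region to count as separated, so leaving out 1 library raised these counts by construction. The range was 484 to 833 for ES against FS, the highest without ES replicate 1, and 572 to 959 for ES against EpiSC_AFX, the highest without ES replicate 2. FS against EpiSC_AFX ranged from 24 to 37, the highest without FS1 replicate 3, and in the other direction from 12 to 18, the highest without EpiSC_AFX1 replicate 2. FS against EpiSC_AF ranged from 76 to 97, the highest without EpiSC_AF replicate 3, and in the other direction from 115 to 204, the highest without EpiSC_AF replicate 1. EpiSC_AF against EpiSC_AFX ranged from 54 to 113 and in the other direction from 25 to 52, both highest without EpiSC_AF replicate 3.

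Of the pattern counts, regions held by ES and FS only were 8 with the lists as deposited, 2 with −log10 q of at least 5, 15 with an overlap of 50% and 6 when all libraries of every line had to hold them. Regions held by FS and EpiSC_AFX only were 2960 as deposited and 198 when all libraries had to hold them, and those held by FS only were 8 with −log10 q of at least 5 and 11 when all libraries had to hold them. Leaving out 1 library gave 13, without FS1 replicate 2, to 30 regions held by ES and FS only, and 37, without FS2 replicate 3, to 90 held by FS only. EpiSC_AFX alone held 340 as deposited, 96 with −log10 q of at least 5, 67 with an overlap of 50%, 69 in bins of 1 kb, 6 when all libraries had to hold them and 17, without EpiSC_AFX1 replicate 1, to 61 with 1 library left out. Regions held by ES and EpiSC_AFX only were 8 as deposited, 1 with −log10 q of at least 5, 10 with an overlap of 50%, 25 in bins of 1 kb, 2 with all libraries and 6 to 30 with 1 library left out, and outnumbered those held by ES and FS only without FS1 replicate 1, by 26 to 14, among others. All 3 types held 5095 as deposited, 461 with −log10 q of at least 5, 863 with an overlap of 50% and 1523 with all libraries. ES alone held 720, 34 and 396 as deposited, with −log10 q of at least 5 and with all libraries, and 710 to 719 without an ES library. The stricter rule lowers counts by construction, and the cause of the other changes was not tested.

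Of the marker lists, the naive difference was −2.17 peaks for ES against FS and −8.17 for ES against EpiSC_AFX with the lists as deposited, and −2.17 and −6.33 with −log10 q of at least 5, all turned in sign. Lists of ES are shorter in both settings. There the primed differences from EpiSC_AFX passed, at −13.5 for FS and −30.5 for ES as deposited and −4.67 and −6.50 with −log10 q of at least 5, while the formative call for FS against EpiSC_AFX was lost, at −8.17 and −7.83. With −log10 q of at least 5 the formative call for ES against FS was also lost, at −4.83. Ranking by fold enrichment turned the primed difference between FS and EpiSC_AFX to 1.17, and the cause was not tested. Windows of 5 kb brought the naive difference between FS and EpiSC_AFX past it, at −2 peaks. The number of tests past the threshold, 5 of 9, ranged from 0 to 6 across 15 fits that each left out 1 library. It was 0 without ES replicate 1, 2 or 3, where fewer assignments raise the smallest p, and 6 without FS2 replicate 2 or EpiSC_AFX1 replicate 1, where the naive difference between FS and EpiSC_AFX also passed.

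The share of peaks near a gene end turned in sign with the lists as deposited, to 1.35 points for ES against FS, 3.21 for FS against EpiSC_AFX and 4.56 for ES against EpiSC_AFX. List length bears on this: FS1 had 61.2% of its peaks near a gene end at equal list length and 39.3% over its longer deposited lists. Ranking by fold enrichment gave −3.51 for FS against EpiSC_AF, past the threshold. Without chromosomes X, Y and M, the values were −8.20 for ES against FS and −11.1 for ES against EpiSC_AFX, with an adjusted p of 0.0595 in the exact test for both. Leaving out 1 library gave −9.76 to −8.24 for ES against FS, −12.1 to −11.4 for ES against EpiSC_AFX, −3.52 to −2.01 for FS against EpiSC_AFX and −4.37 to −2.85 for FS against EpiSC_AF. The last 2 passed the threshold without FS1 replicate 2, with −3.48 and −4.33, and without FS1 replicate 3, with −3.52 and −4.37. ES against FS lost its call without FS2 replicate 3, at −9.12, and both comparisons of ES lost theirs in the 3 fits without an ES library, where fewer samples raise the smallest p. The cause of the other changes was not tested.

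The recovery of EpiLC regions lost its call under several alternatives. For FS against EpiSC_AFX it was −11.3 points as deposited, −28.3 with −log10 q of at least 5, −9.53 with an overlap of 50%, −5.07 in bins of 1 kb and −6.05 when all 4 EpiLC lists had to hold a region, none past the threshold. Outside ES the values were −16.7 as deposited, −20.0 with −log10 q of at least 5, −4.91 with an overlap of 50%, −5.80 with all 4 lists and −1.02 when each EpiLC number had to hold the region, none past the threshold. For FS against ES, 34.6 with −log10 q of at least 5 and 5.17 with all 4 lists did not pass. Leaving out 1 library gave −6.02 to −3.18 for FS against EpiSC_AFX, with the call lost in 11 of 16 fits, −5.67 to −2.29 outside ES, lost in 12 of 16, and 5.21 to 7.84 for FS against ES, lost in 9 of 13. The ends of these ranges came without Rd2_EpiLC replicate 1.2, FS2 replicate 2, EpiSC_AFX2 replicate 3 and Rd2_EpiLC replicate 2.2. The cause was not tested. EpiSC_AFX exceeded ES past the threshold in every fit but that of the replicate numbers given at the end.

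In the Rd2 set, the log2 difference in peak number between Rd2_EpiLC and Rd2_ES was 2.53 without Rd2_ES replicate 1 and 4.98 without Rd2_ES replicate 2, with no test as 1 library remained. The gap between Rd2_EpiLC and Rd2_AFX was 0.0508 at equal list length without the shortest list and ranged from −0.0016 to 0.0639 with 1 library left out.

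Replicate numbers did not pair the samples: the correlation of deviations of libraries with the same number had a median of −0.00051 and was at most 0.014 over 45 pairs, none over 0.1. With the replicate block, which permutes labels only among libraries of a number, values stay the same and the smallest p rises. The gaps of 0.126 for ES against FS and 0.206 for ES against EpiSC_AFX, the gene-end differences of −8.87 and −11.8, and the recovery differences of −4.18, 6.85, 11.0 and −2.77 then had an adjusted p over 0.05, and 0 of 9 marker tests passed.

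Recovery of Rd2_AFX regions was no longer past the threshold in 10 of the tests under alternatives other than leaving out 1 library, permutations within replicate numbers included. It was also lost for FS against EpiSC_AFX in 5 of the 12 fits that left out 1 library: without EpiSC_AFX1 replicate 1 (−5.38) or 3 (−5.03) and without EpiSC_AFX2 replicate 1 (−5.40), 2 (−5.51) or 3 (−5.29). All kept their sign.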

Other observations

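The tests of list length, medium, a missing chromosome Y, pairs of single lines and the recovery of EpiLC regions were chosen only after the results had been seen. The counts of splits, the tests by stretches and by shared regions of a chromosome, the test of a single gene and the look-up of ES regions in the Rd2 set were written down before their results were known, but the reading of the chromosome X regions in FS2 was changed to undecided afterwards.

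Other splits of the same libraries were counted for the separated regions. For ES against FS, 1 of the 84 splits, the real one, gave as many regions, and the same held for ES against EpiSC_AFX with 1 of 84. For FS against EpiSC_AFX it was 1 of 100 splits drawn from 462. For FS against EpiSC_AF, 2 of 84 splits gave as many, and for EpiSC_AF against EpiSC_AFX 3 of 84, but these last 2 did not stay under 5% with the lists as deposited, where 8.33% and 7.14% of the splits gave as many. The draw for FS against EpiSC_AFX missed a split that follows the lines: FS1 with EpiSC_AFX2 against FS2 with EpiSC_AFX1 separated 48 regions, 24 in each direction, and had a similarity gap of 0.0483, against 34 regions and 0.0259 for the cell types. Only 4 of the 48 lay on chromosome 15 or X. The remaining split that keeps lines whole, FS1 with EpiSC_AFX1 against FS2 with EpiSC_AFX2, separated 2 regions, with a gap of 0.0118. The cell types thus stood between the other splits of whole lines. The difference between FS and EpiSC_AFX seen here may be no larger than differences between single lines. More lines of each type would be needed to tell these apart.

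FS2 carried a high share of chromosome 15 peaks. At equal list length, 5.98 ± 0.14% of its peaks (SD, n = 3) lay on chromosome 15, against 3.32% to 4.54% in the 15 other first-set libraries. Over 126 pairs of a line and a chromosome, 13 had all libraries of the line outside the range of the others, where chance would give about 0.31, and 10 of these belonged to ES. List length does not explain the FS2 share, since all lists were cut to the same length. ES, with shorter deposited lists still, had the lowest share, at 3.42%. As another cell type with many chromosomes outside the range of the others, ES cannot show whether lower strength of the FS2 lists contributes. The medium does not explain the FS2 share either, since FS1 in the same medium had 4.44%. The excess was no short stretch, because in all 4 stretches of equal length of the chromosome every FS2 library was above every other library. Regions held by all libraries of the 5 other lines were found in FS2 in 95.9% of cases on chromosome 15, the highest of all autosomes, with 91.1% on the next and 82.6% on the lowest. A candidate explanation is a gain of chromosome 15 in at least part of the FS2 cells, which read counts or a karyotype could test. The region within Scn8a named for FS against ES lies on this chromosome.

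Chromosome X went the other way in FS2, with 1.08 ± 0.086% of its peaks (SD, n = 3) at equal list length against at least 1.86% in every other first-set library. Of the 29 chromosome X regions held by all libraries of the other lines, FS2 libraries held 70.1% on average, below its lowest autosome at 82.6%. Fewer copies of the chromosome and lower activity of it cannot be told apart here. The regions are few, and the chromosome Y regions described next had a peak in FS2 and in 4 other lines, which speaks against a different number of X copies in these.

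EpiSC_AFX2 had few chromosome Y peaks, between 27 and 34 in the deposited lists. Of the 12 first-set libraries with shorter lists, 11 had more than any EpiSC_AFX2 library, up to 84, so list length does not account for it. In the first 4 Mb of the chromosome, 5 regions had a peak in all 15 other first-set libraries, and 0 of them had a peak in an EpiSC_AFX2 list. Cells without a chromosome Y, from a female embryo or by loss in culture, may explain this, and the labels do not state the sex of any line. The Rd2 lists had at most 6 chromosome Y peaks each, but they were processed differently, so no reading is offered for them.

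The lower recovery of EpiLC regions in FS than in EpiSC_AFX may rest on FS2 alone. FS1 differed from EpiSC_AFX by −0.642 percentage points (exact permutation p = 0.44) and FS2 by −7.71 (exact permutation p = 0.0119). It was also not particular to EpiLC regions: the recovery of EpiLC regions minus that of Rd2_AFX regions was higher in FS than in EpiSC_AFX by 1.15 points (exact permutation p = 0.156), so FS fell short of EpiSC_AFX on Rd2_AFX regions by at least as much. Outside ES the same contrast was 1.73 points (exact permutation p = 0.18). On all Rd2_AFX regions, FS1 differed from EpiSC_AFX by −1.07 points (exact permutation p = 0.0833) and FS2 by −9.59 (exact permutation p = 0.0119). Most of that difference thus also lay in FS2. FS1 was not level everywhere, since it recovered fewer Rd2_AFX regions outside ES than EpiSC_AFX, by −2.48 points (exact permutation p = 0.0119).

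Fewer peaks near formative genes in FS than in EpiSC_AFX did not come from 1 gene. Dnmt3b, named after its values were seen, contributed most, with 0.5 peaks on average in FS and 1.67 in EpiSC_AFX, and without it the difference was −2.67 peaks (exact permutation p = 0.026).

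Regions held by ES only against FS were set against the Rd2 lists, which were made from other cultures. The longer Rd2_ES list held 12.8% of them and 3.75% of the regions held by FS only, while the Rd2_AFX lists, cut to the same 2576 peaks, held 0.857% and 0.642% of the former and 29.8% and 31.6% of the latter. The EpiLC lists at that length held between 3.43% and 5.14% of the ES regions. The comparison at 2576 peaks was added after the deposited lists had been seen. At their deposited lengths, EpiLC lists held between 16.9% and 41.5% of the ES regions and Rd2_AFX lists 13.1% and 13.3%, so neither outcome written down beforehand was met: the Rd2_ES list held more of the ES than of the FS regions, but no larger share of them than the much longer lists. Only 17.1% of the ES regions lay near a gene end, against 46.9% of the FS regions and 70.4% of regions held by both. Whether background peculiar to the first-set ES libraries contributes to the ES regions cannot be told apart from cell type, because a single Rd2_ES list was long enough to look them up.

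Among the Rd2_EpiLC libraries, the lists numbered 1.2 and 2.2 held 23608 and 26045 peaks and those numbered 1.1 and 2.1 held 10563 and 7469. At 7469 peaks each, the pair 1.2 and 2.2 had a Jaccard index of 0.441, the pair 1.1 and 2.1 0.354, and the pairs sharing the first number 0.403 and 0.314. The pairs sharing neither number had 0.382 and 0.326, within the range of the others, so neither number clearly grouped the libraries. The labels do not say what the numbers stand for.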
